A study of Mus musculus with 206 samples. Its data were reported in "Perinatal morphine exposure induces chromatin and transcriptomic remodeling to alter immune and metabolic function" (2026).

How the data were processed

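The deposited data are peak lists of H3K27ac, an acetyl mark on histone H3 found at active promoters and enhancers, in nuclei sorted for the neuronal protein NeuN from C57BL/6NTac mice. The assay was MOWChIP-seq, a chromatin immunoprecipitation done in a microfluidic chamber with about 10000 nuclei per library. Libraries came from prefrontal cortex (PFC), hippocampus, hypothalamus and striatum, with 1 library per animal and brain region. Per the labels, PFC libraries were made with the xGen 2S kit and those of the other 3 brain regions with the ThruPLEX kit, so the kit and the brain region cannot be separated. The series also lists 32 input libraries, for which no peak list was used here.

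The authors trimmed reads with Trim Galore 0.6.7, aligned them to mm10 with Bowtie2 2.4.5, handled alignments with SAMtools 1.15.1, filtered them with bedtools and called peaks per library with MACS2 2.2.7.1 at a q-value of 0.05. Each deposited peak list gives the chromosome, start, end and summit position of every peak. For each peak the authors deposited the −log10 p and −log10 q computed by MACS2 against its local background. The deposited fold enrichment is a ratio over that local background, and the deposited score is the −log10 q scaled and truncated to a whole number by MACS2. These peak scores are the authors' and served here only to rank or filter peaks within 1 list. The 4 deposited consensus lists, made by the authors with DiffBind 3.10.1, give positions of regions and no values. The lowest −log10 q in any list was 1.30. The deposited lists hold no read counts per region, so no test of counts was run, and the authors' DESeq2 fit was not repeated.

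Peak lists of 174 libraries were used. In the hippocampus the SAL-LPS male libraries 1-2 and 5-2 had identical lists and were counted as 1, and with that list counted once the lists held 11309131 peaks. In PFC the SAL-SAL female library 9-2 had 4371 peaks and was left out of every comparison that required 10000 peaks. The library labelled MOR-LPS female 12-2 in PFC holds peaks named for animal 12-0, and the label was used. After these steps 42 PFC, 44 hippocampus, 41 hypothalamus and 45 striatum libraries were compared. The number of peaks of a library served as the measure of its depth. The labels were checked against peaks on the Y chromosome: such peaks occurred in 0 of 23 PFC, 1 of 21 hippocampus, 0 of 22 hypothalamus and 0 of 27 striatum libraries labelled female, and in 16 of 20, 8 of 23, 8 of 19 and 8 of 18 libraries labelled male. The absence of such peaks in a male library was not informative.

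Coordinates are those of mm10, written from 1. A consensus region was assigned to the protein-coding gene with the nearest transcription start site (TSS) within 100 kb in the GENCODE M21 annotation, and a promoter lay within 1 kb of a TSS. Where a region lies inside another gene, that host gene is given. A gene assigned by distance is not shown to be the target of the region.

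Peak lists of different length cannot be compared directly, so 2 measures were used. For the rank measure, each consensus region took the highest −log10 p of the peaks overlapping it by at least 1 bp, or 0 without a peak, and was ranked within its library from 0 to 100. Groups were compared by limma 3.58.1 with a mean-variance trend in 1 fit per brain region, with group and sex as terms, including the interaction of perinatal and adult treatment. P-values are two-sided, were adjusted by the Benjamini-Hochberg method per comparison, and regions were called at an adjusted p under 0.05. Differences are in percentile points, and a rank is relative to the other regions of the same library. The rank measure is not free of list length, because regions without a peak share a tied rank that is lower in longer lists. In the hypothalamus this tied rank ranged from 3.32 to 33.8 over libraries and averaged 9.61 ± 7.34 in MOR-LPS and 12.7 ± 5.34 in SAL-LPS (SD, n = 10 and 11). Ranks were therefore also tested with every list reduced to its peaks of highest −log10 p, as many as the shortest list of the brain region held (11306 in PFC, 13021 in the hippocampus, 20170 in the hypothalamus and 10811 in the striatum), called lists of equal length here. Of regions called by limma, "rose" and "fell" are written of those also called in lists of equal length, and "ranked higher" and "ranked lower" of the others and of the counts from full lists. List scores, correlations of contrasts, splits and terms used the full lists. For the occupancy measure, each library was reduced to its 10000 peaks of highest −log10 p. Regions overlapping such a peak in 20% to 80% of the libraries compared were tested by an exact conditional test stratified by sex, two-sided.

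Gene list scores were the mean rank over a list's regions per library. Marker shares were the percentage of a list's genes with a top-list peak within 1 kb of the TSS. Scores, marker shares and numbers of peaks were compared by two-sided permutation tests with sex as stratum (none between brain regions), with 100000 resamples or exactly where fewer existed, and adjusted by the Benjamini-Hochberg method within each family. The smallest p that 100000 resamples can give is 1e-05. Pearson correlations of contrasts across regions were set beside 100 permutations of the group labels and beside 100 random divisions of the shared group, which leave no library in both contrasts.

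The lists of gene groups and markers, the comparisons, the tests and the rule for naming genes were fixed before the data were examined. In the hypothalamus the rule named, for both perinatal comparisons, the 10 largest rises and the 10 largest falls among called regions, and elsewhere the 5 largest. Where no region was called it named the 3 regions of smallest p in each direction. Of each list it named the 3 members of smallest p in the perinatal comparisons of the hypothalamus, all members of the lists of study genes, and the 4 marker genes that differed most between brain regions. Some genes named by the rule are not reported. The lists of study genes under LPS and at baseline were chosen by the study on these samples, so their direction is not independent evidence. Lists of thalamus, Polycomb target, GABA neuron and glutamate neuron genes were added after values had been seen. For 3 listed genes (Dlx6os1, Gpr52, Mx2) the annotation had no protein-coding TSS.

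The number before the hyphen in an animal identifier took 18 values, of which 10 occurred in the morphine arm and 8 in the saline arm and 0 in both. If these prefixes are litters, they are nested in the perinatal arm. The correlation of ranks within a prefix was 0.0286 in PFC, 0.0036 in the hippocampus, −0.0141 in the hypothalamus and 0.0016 in the striatum, so the prefix was used as a replicate block only as an alternative. Of the 72 animals, 10 gave a library in all 4 brain regions and 60 in at least 2, and paired tests of the same animals were run as an alternative for marker shares.

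Alternatives chosen beforehand were a −log10 q of at least 4, the fold enrichment as the ranked value, top lists of 5000 and 20000 peaks or of all peaks, the summit in place of any overlap, libraries with at least 20000 peaks, regions called in at least 80% of libraries, promoter regions alone, 5 kb around the TSS, an overlap of 50% of the shorter region, covered length in place of peak number, tests without sex, array quality weights, the number of peaks as a term, and the replicate block. Alternatives chosen after values had been seen were marker shares of oligodendrocytes, astrocytes, neurons, thalamus and striatum as terms, the naming style of libraries as a term, leaving out libraries with an oligodendrocyte marker share of 20% or more, leaving out PFC MOR-SAL male 13-1, lists of equal length, and leaving out each library in turn in the hypothalamus and striatum. Both tests were tested on simulated data made from the real lists with 200 regions shifted. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.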

Results

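H3K27ac was mapped in neuronal nuclei of adult mice that had been exposed to morphine (MOR) or saline (SAL) around birth and were then given lipopolysaccharide (LPS), a bacterial endotoxin that triggers inflammation, or saline. Dams received morphine by minipump at 10 mg/kg per day, and pups received 2 injections per day of 10 mg/kg each on postnatal days 1 to 14. Tissue was taken 2 h after the adult challenge. The groups are written as perinatal and then adult treatment. PFC had 9 SAL-SAL, 9 MOR-SAL, 11 SAL-LPS and 14 MOR-LPS libraries, and the hippocampus had 11, 11, 13 and 10. The hypothalamus had 8, 12, 11 and 10, and the striatum had 10, 7, 13 and 15 in the same order. Females and males were unevenly spread over the groups: in the hypothalamus, 6 of 8 SAL-SAL but 4 of 12 MOR-SAL libraries were female.

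Libraries differed widely in the number of peaks. The mean was 75068 ± 34240 in PFC (SD, n = 43), 71878 ± 32444 in the hippocampus (n = 44), 57638 ± 25848 in the hypothalamus (n = 41) and 56787 ± 24913 in the striatum (n = 45). Single libraries ranged from 4371 to 143527 peaks. In the hippocampus, SAL-LPS libraries had 0.506 times as many peaks as SAL-SAL libraries (12 against 11 libraries, geometric means) and MOR-SAL libraries 0.655 times as many, each with an adjusted p of 0.0719 by permutation. In the hypothalamus, MOR-LPS libraries held 76526 ± 34531 peaks (SD, n = 10) and SAL-LPS libraries 49653 ± 14512 (n = 11), a ratio of geometric means of 1.45 (adjusted p = 0.210, permutation test). None of the 16 comparisons passed.

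**Figure D1:**
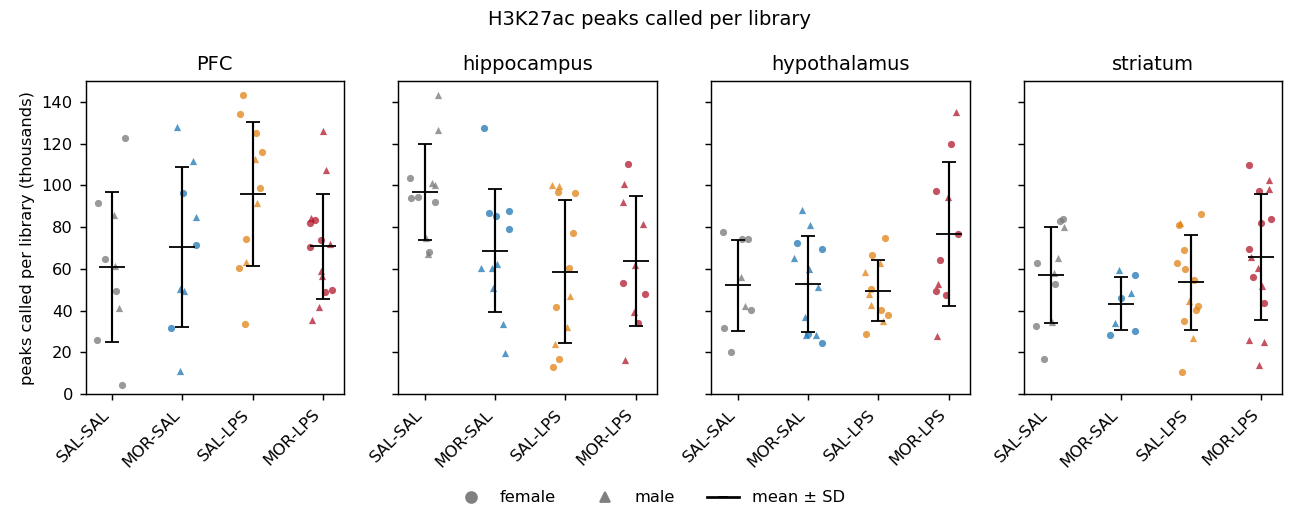
Number of peaks per library by brain region and group. Each point is 1 library, and bars show the mean with the SD. Hippocampus SAL-SAL libraries had the most peaks among the groups of that brain region.

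The consensus regions numbered 18272 in PFC, 16201 in the hippocampus, 13788 in the hypothalamus and 60013 in the striatum. They covered 76.4, 97.3, 58.8 and 179.9 Mb, and 29.5%, 23.0%, 31.2% and 18.8% of them lay at promoters. Of the hypothalamus regions, 96.3% overlapped a striatum region, 60.2% a PFC region and 58.7% a hippocampus region. A striatum region was called as a peak in a median of 40% of striatum libraries, against 88.1% for PFC, 81.8% for the hippocampus and 75.6% for the hypothalamus.

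Neuronal H3K27ac at marker promoters separated the brain regions only in part. Striatal genes were marked most often in PFC libraries: Drd1, the D1 dopamine receptor, had a top-list peak at its TSS in 69.0% of PFC and 31.1% of striatum libraries. The share of striatum markers was 31.7% ± 16.5 in PFC (SD, n = 42) and 21.2% ± 15.2 in the striatum (n = 45), a striatum-minus-PFC difference of −10.5 points (adjusted p = 0.0039). In the hippocampus and hypothalamus this share was 4.05% ± 3.02 and 5.20% ± 4.58, each lower than in the striatum at the smallest p that the permutations can give. The cortical genes Tbr1 and Mef2c were marked in 50% and 90.5% of PFC libraries and in 0% and 37.8% of striatum libraries, and the cortex marker share was 13.5 points higher in PFC than in the striatum (adjusted p = 2.4e-05). That share did not differ detectably between PFC and hippocampus (2.47 points, adjusted p = 0.294). Hippocampus markers were marked 9.23, 7.78 and 8.19 points more often in the hippocampus than in PFC, hypothalamus and striatum. Hypothalamus markers were marked in few libraries anywhere: the share was 2.85% in the hypothalamus, 0.488 points below PFC (adjusted p = 0.827; 0.569 points above it without PFC MOR-SAL male 13-1, adjusted p = 0.445) and 1.66 points above the striatum (adjusted p = 0.0041). Slc17a6, the vesicular glutamate transporter of thalamic and many hypothalamic neurons, was marked in 48.8% of hypothalamus libraries. Microglia and endothelial markers had means of at most 0.4% in every brain region, while the neuron marker share ranged from 35.7% in the hypothalamus to 53.9% in PFC.

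**Figure D2:**
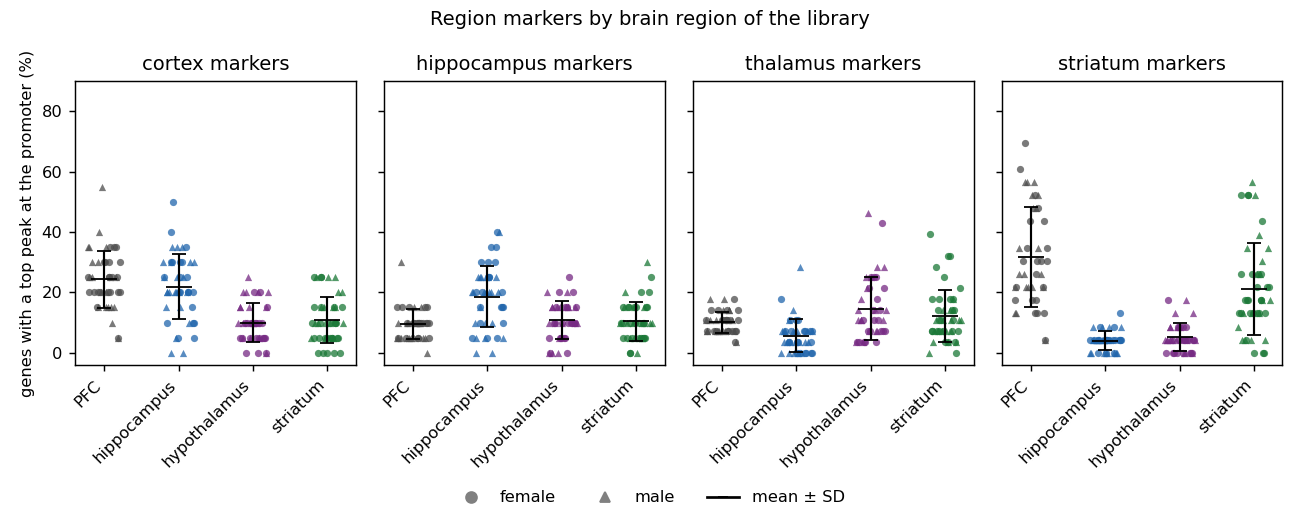
Share of marker genes with a top-list peak within 1 kb of the TSS, by brain region and marker list. Each point is 1 library, with the mean and SD. Striatum markers were marked in PFC and striatum libraries and seldom in the hippocampus and hypothalamus.

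In the hypothalamus, perinatal morphine was compared with perinatal saline under LPS. In MOR-LPS against SAL-LPS (10 against 11 libraries) 363 regions ranked higher and 231 lower. In lists of equal length, of the 20170 peaks of highest −log10 p in each library, 175 regions were called, 121 higher and 54 lower, and 162 of them were among the 594. The regions named in this paragraph were called there as well, except those at Lyz2 and Stxbp5. A region in an intron of Zbtb20, nearest to the TSS of the immune receptor gene Tigit (chromosome 16, 43589452 to 43594338), rose by 51.2 ± 9.48 percentile points (SE), from a mean rank of 16.0 ± 12.4 to 67.7 ± 26.8 (SD; adjusted p = 0.0012; beyond the SAL-LPS mean in 9 of 10 libraries). An intron of Prex1, an activator of the GTPase Rac, rose by 50.2 ± 10.8 points (chromosome 2, 166661022 to 166666278; adjusted p = 0.0035; 10 of 10 libraries). The promoter of Serpina3n, an acute-phase protease inhibitor, rose by 45.7 ± 11.0 points to a mean rank of 89.9 ± 8.17 (chromosome 12, 104405532 to 104408848; adjusted p = 0.0078; 10 of 10). The other largest rises, by 45.7 to 49.3 points in 8 to 10 of the 10 libraries, lay in introns of Zeb2, Dennd2a and Tspan15, near Fth1 (ferritin heavy chain) and Actbl2, and near Ada (in a Pkig intron) and C8b (in a Dab1 intron). The promoter of Elavl2, which encodes a neuronal RNA-binding protein, fell by 47.3 ± 10.9 points from a mean rank of 73.8 ± 19.98 to 26.6 ± 20.6 (chromosome 4, 91372052 to 91378207; adjusted p = 0.0058; 10 of 10). Regions in introns of Myo3b (−51.7 points), Lipc (−48.5) and Kcnh2 (−44.8), near Nrsn1 (−44.6), Slc39a8 (−44.6) and Olfr958 (−43.4), and at the promoter of Klhl1 (−43.5) also fell, and regions in an intron of Lyz2 (−45.1) and near Stxbp5 (−44.0) ranked lower, each in 8 to 10 of 10 libraries. Of the 363 regions 21.8% lay at promoters, and of the 231 regions 18.6%, against 31.2% of all regions.

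**Figure D3:**
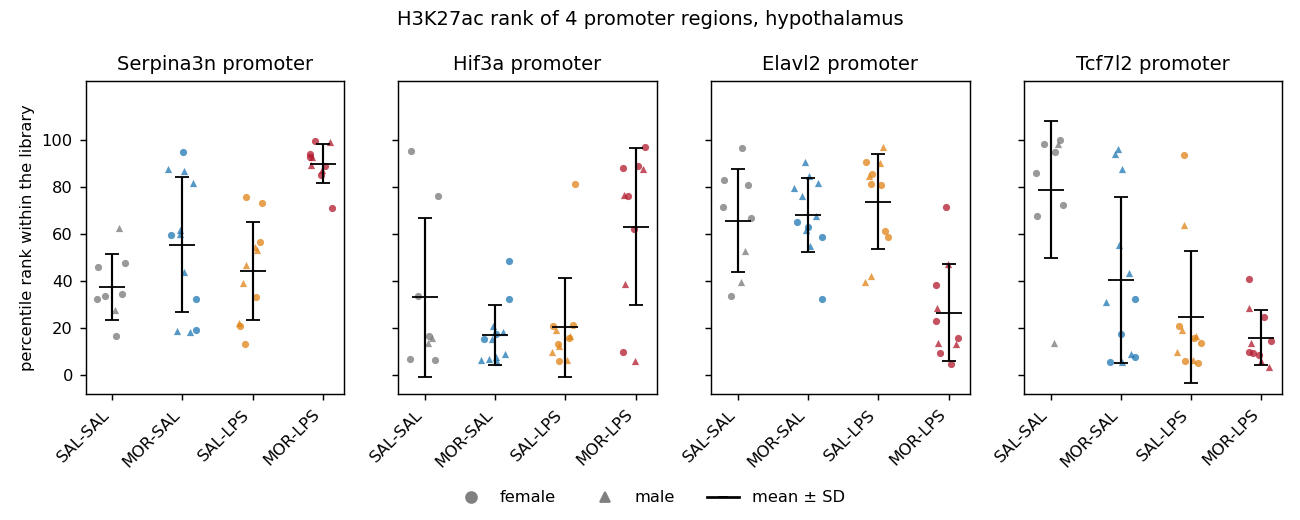
Percentile rank of named consensus regions in hypothalamus libraries of the 4 groups. Each point is 1 library, with the mean and SD. The promoters of Serpina3n, Hif3a and Elavl2 differed between MOR-LPS and SAL-LPS, and that of Tcf7l2 differed between SAL-LPS and SAL-SAL.

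Regions of the fixed gene lists were called in this comparison as follows, without a test for enrichment. Of 18 regions at 12 NF-kB and acute inflammation genes, 2 ranked higher and 0 lower, both at Cebpd, a transcription factor of the acute phase (37.5 ± 8.27 points in a Spidr intron, adjusted p = 0.0046, 9 of 10 libraries). Nfkbiz (33.9 points, adjusted p = 0.0542) and Zfp36 (30.7 points, adjusted p = 0.0737) did not pass. Of 4 interferon-response regions 1 ranked lower, assigned to Ifit3 in an Ifit2 intron (−36.2 points, adjusted p = 0.0361, 9 of 10), while Irf1 (15.0 points) did not pass. Of 3 regions at measured cytokines 1 rose, 25183 bp from the TSS of Il12a (39.3 points, adjusted p = 0.0127, 10 of 10), and Il1b did not pass (−15.4). Of 38 immediate early gene regions 1 ranked lower, near Npas4, an activity-dependent transcription factor (−35.7 points, adjusted p = 0.0315, 8 of 10). Egr1 (−20.2 points, adjusted p = 0.098) and Fos (−25.4 points, adjusted p = 0.117) did not pass. Of 41 glucocorticoid and stress regions 3 ranked higher and 0 lower: the Hif3a promoter by 41.8 points (adjusted p = 0.0052, 8 of 10), Pdk4 by 30.6 (0.0179, 7 of 10) and Errfi1 by 32.1 (0.0478, 8 of 10). Of 29 clock regions 2 ranked higher, at Nr1d1 (27.7 points, adjusted p = 0.0325, 9 of 10) and Tef (28.7 points, 0.0377, 8 of 10), with Dbp at 26.0 points not passing (0.0898). Among the glucose and lipid regions Ppara ranked higher (37.0 points, adjusted p = 0.0325, 8 of 10) and Insr did not pass (30.5 points). Of 51 opioid-system regions the promoter of Grk2, a kinase that desensitises opioid receptors, rose (36.2 points, adjusted p = 0.040, 10 of 10), while an intron of Adcy5 ranked higher (34.3 points, 0.0438, 10 of 10, not called in lists of equal length), and Rgs9 did not pass (−30.7 points). Of 127 synapse and small GTPase regions 0 ranked higher and 4 lower, with an intron of the scaffold gene Shank2 at −38.2 points (adjusted p = 0.0103, 9 of 10), Kalrn at −36.7 (0.0387, 10 of 10) and Nrxn3 at −28.3 (0.037, 10 of 10). Of the called regions named in this paragraph, those in the Spidr intron (Cebpd), near Il12a, in the Shank2 intron and at Hif3a, Nr1d1 and Grk2 were called in lists of equal length and the others were not. Adjusted over the list alone, 4 NF-kB, 2 cytokine, 6 glucocorticoid, 2 clock, 1 metabolic and 2 opioid regions were higher, and 2 interferon, 1 immediate early and 4 synapse regions were lower. No score of a whole list passed: of 176 list scores over all brain regions and comparisons 0 passed by permutation and 32 had an unadjusted p under 0.05, with the glucocorticoid list here 9.55 points higher (adjusted p = 0.0557).

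Of 65 regions at 13 study genes under LPS, 12 ranked higher and 0 lower, and 16 were higher adjusted over the list alone. The study chose these genes on these samples, so this is not independent evidence. Tcf4, a neuronal transcription factor gene, had 8 of its 22 regions among them (31.5 ± 7.91 points for the region of smallest p, adjusted p = 0.0106, 8 of 10 libraries), and Sort1 (40.7 points, adjusted p = 0.0059, 9 of 10), the Olfml2b promoter (35.4 points, 0.0209, 9 of 10), the Sbf1 promoter (31.9 points, 0.0474, 8 of 10) and Il12a were the others. Of these, 2 of the 8 Tcf4 regions, Sort1, Olfml2b and Il12a were called in lists of equal length. Slc27a1 (31.3 points), Mgll (21.5), Nfkbia (16.2), Cd81 (9.86), Bcl6 (3.46), Psd3 (−22.5), Irf2bpl (−25.4) and Abr (−26.4) did not pass. The Nfkbia promoter itself differed by 5.32 ± 11.2 points (adjusted p = 0.822). Of 21 regions at the study genes at baseline none passed in this comparison, with values of 8.21 points for Ldha, −8.44 for Pck1, −21.2 for Sdk2 and −21.5 for Bag3.

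Markers of cell types had the following values in these groups. Of 66 regions at neuron markers 2 ranked lower, at the Slc17a6 promoter (−36.0 points, adjusted p = 0.018) and Celf4 (−35.9 points, 0.026), and 58 had a lower value, with a median of −11.2 points. Of 7 astrocyte regions 1 ranked higher, at the Slc1a3 promoter (29.6 points, adjusted p = 0.024), and the median was 18.5 points. None of these 3 was called in lists of equal length. None of 17 oligodendrocyte regions passed (median 12.2 points), and there was no consensus region at a microglia marker. By promoter share, astrocyte markers averaged 11.7% ± 9.78 in MOR-LPS and 4.55% ± 6.84 in SAL-LPS, and neuron markers 30.5% ± 13.9 and 37.7% ± 14.5 (SD, n = 10 and 11). None of 176 such group comparisons passed by permutation (smallest adjusted p = 0.423).

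The limma calls in this comparison changed with the share of cell type markers: with the astrocyte share as a term 5 regions were called, with the neuron share 189, with the oligodendrocyte share 263, and with neuron, astrocyte and oligodendrocyte shares 0. With the share of thalamus markers, which was 7.14% in MOR-LPS and 11.4% in SAL-LPS, 277 were called, 272 of them among the 594. The median shift of the 594 regions was 34.7 points (SE 9.92) without a term, 31.1, 31.5, 32.1, 28.5 and 32.0 points with these terms in turn and 30.3 points in lists of equal length, and all 594 kept their direction. Without 1 library the count of 594 ranged from 205 to 1137. A term for log10 of the number of peaks gave 681 calls, 489 of them among the 594, with a median shift of 36.2 points. The values for length point both ways. With the identifier prefix (7 against 6) as a replicate block, by 1 correlation of −0.0141 for all regions, 664 regions were called. This does not test litter effects at single regions. The occupancy test called 0 of 8101 regions, with 737 at an unadjusted p under 0.05. On simulated data for this comparison the rank test recovered 8.5% of regions shifted by 30 points and 0% of those shifted by 15.

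**Figure D4:**
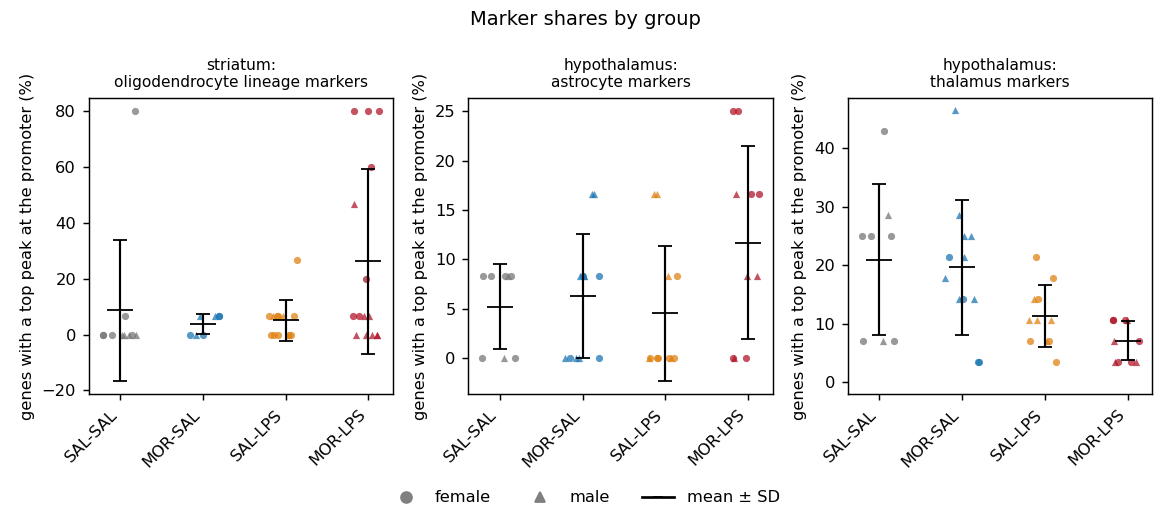
Marker shares by group in hypothalamus and striatum libraries. Each point is 1 library, with the mean and SD. Some MOR-LPS striatum libraries had high oligodendrocyte shares, and MOR-LPS hypothalamus libraries had low thalamus shares.

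Perinatal morphine without LPS was compared in 12 MOR-SAL and 8 SAL-SAL hypothalamus libraries, and limma called 0 of 13788 regions. It called 2 higher and 4 lower in lists of equal length, among them the Jdp2 promoter (48.8 points, adjusted p = 0.0481). Among those of smallest p, the promoter of Ogdh, which encodes a subunit of a mitochondrial tricarboxylic acid cycle enzyme, had a mean rank of 74.2 ± 17.9 in MOR-SAL and 22.02 ± 14.2 in SAL-SAL (SD; difference 50.6 ± 12.0 SE, adjusted p = 0.0931, 12 of 12 libraries beyond the SAL-SAL mean). The Jdp2 promoter differed by 45.1 ± 10.8 points (adjusted p = 0.0962, 12 of 12) and an intron of Sdk2, a synaptic adhesion gene, by 49.8 ± 12.2 (0.114, 12 of 12). An intron of Fryl had a mean rank of 19.9 ± 14.0 in MOR-SAL and 68.8 ± 21.0 in SAL-SAL (−45.8 ± 10.5 points, adjusted p = 0.0836, 12 of 12), and introns of Xrra1 (−40.6 points) and Ywhah (−34.9 points) were the next. Of the 21 regions at 5 study genes at baseline all 21 had a higher value in MOR-SAL (median 13.0 points). Of these 0 passed, but 3 passed adjusted over the list alone, in a list the study chose on these samples. Values were 49.8 points for Sdk2, 39.6 for Bag3, 25.7 for Pck1 (gluconeogenesis) and 13.8 for Ldha. For the study genes under LPS the values ranged from −28.5 points for Tcf4 to 24.1 for Abr, with −14.3 for Nfkbia and 23.5 for Irf2bpl. The 4 interferon-response regions scored 19.0 points lower in MOR-SAL (adjusted p = 0.0557, exact permutation), with Ifit3 at −28.6 points. Other list members of smallest p were Shank2 (34.1 points), Sik1 (35.7), Btg2 (28.1), Dusp1 (−25.5), Hspa1b (33.2), Ddit4 (17.8), Bhlhe40 (29.8), Srebf1 (31.9), Scd2 (27.3), Pomc (32.8), Adcy5 (21.3), Gnao1 (−21.1), Zfp36 (−23.1), Nfkb1 (−22.5) and Rela (19.5). Adjusted over the list alone, 1 glucocorticoid, 1 metabolic and 2 synapse regions were higher and 2 interferon and 1 synapse regions lower. Limma gave 1109 regions at an unadjusted p under 0.05, and the occupancy test 0 calls and 308.

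In the hypothalamus, LPS was compared with saline after perinatal saline. In SAL-LPS against SAL-SAL (11 against 8 libraries) 16 regions ranked higher and 26 lower. When lists were of equal length 16 were called, 2 higher and 14 lower, and 15 of them were among the 42. The promoter of Tcf7l2, a transcription factor of the Wnt pathway that is strongly expressed in the thalamus, fell by 54.8 ± 11.1 points from a mean rank of 78.8 ± 29.1 to 24.7 ± 28.1 (chromosome 19, 55881906 to 55903304; adjusted p = 0.0086; 10 of 11 libraries). Strap (−49.6 points) and Nr2f1 (−49.2) also fell. Fryl ranked lower by 50.6 ± 10.4 points (adjusted p = 0.0086, 11 of 11), as did the Pex5l promoter (−52.9 points), but neither was called in lists of equal length. Slc22a15 (51.5 points), Sepsecs (49.4), Ficd (48.3), the Rfc4 promoter (46.7) and Fitm2 (46.3) ranked higher in 10 or 11 of 11 libraries and were not called there either. None of the regions of the NF-kB, interferon, cytokine, immediate early, glucocorticoid or clock lists passed. The share of thalamus markers was 21.0% ± 12.9 in SAL-SAL and 11.4% ± 5.25 in SAL-LPS (SD, n = 8 and 11), and with it as a term 1 region was called, with a median shift of the 42 regions of 39.4 in place of 45.5 points (SE 11.1). With peaks of −log10 q of at least 4, or with regions called in at least 80% of libraries, 0 were called. Without 1 library the count of 42 ranged from 3 to 123. The occupancy test called 0 of 8623 regions with 511 at an unadjusted p under 0.05.

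The same comparison was made after perinatal morphine. In MOR-LPS against MOR-SAL (10 against 12 libraries) 321 hypothalamus regions ranked higher and 208 lower. Lists of equal length gave 241 calls, 164 higher and 77 lower, and 217 of them were among the 529. An intron of Nfix rose by 52.9 ± 10.0 points (chromosome 8, 84789994 to 84795902; adjusted p = 0.0014; 8 of 10 libraries), and Zfp706 (49.8 points), the Zeb2 promoter (49.2), the Zbtb20 intron near Tigit (48.5) and the Pnpt1 promoter (48.3) rose as well. Introns of Myo3b (−53.7 points), Adgrd1 (−53.0) and Mtmr7 (−47.6) fell, as did regions near Bbs10 (−47.6) and Adam7 (−47.0). Of 18 NF-kB and acute inflammation regions 4 ranked higher and 0 lower, at Cebpd, Nfkbia and Zfp36, of which 1 region at Cebpd and 1 at Zfp36 were called in lists of equal length. Of 41 glucocorticoid and stress regions 5 ranked higher, including the promoter of the clock and glucocorticoid-induced gene Per1, which rose (43.4 points, adjusted p = 0.010), and of 65 regions at the study genes under LPS 11 ranked higher. Of 127 synapse regions 1 ranked higher and 4 lower. Of 66 neuron marker regions 5 ranked lower, among them the Slc17a6 promoter (−38.5 points), and of 39 thalamus marker regions 3 ranked lower. The thalamus marker share was 19.6% ± 11.5 in MOR-SAL and 7.14% ± 3.37 in MOR-LPS (SD, n = 12 and 10), and with it as a term 0 regions were called. Without 1 library the count of 529 ranged from 142 to 1007. The occupancy test called 0 of 8386 with 719 at an unadjusted p under 0.05.

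The interaction tested whether the LPS difference itself depended on perinatal morphine. In the hypothalamus it was called at 257 regions, 144 of them with a more positive LPS difference after morphine. It was called at 7 regions in lists of equal length, all among the 257, with Shank2 as the only one named here. Among the largest were introns of Pcdh9 (77.4 ± 14.6 points, adjusted p = 0.0020) and Fryl (71.5 ± 14.4), and on the negative side Shank2 (−72.3 ± 14.2 points, adjusted p = 0.0020), Sepsecs (−68.7), Ptprf (−68.0), Acot11 (−68.0) and Gucy1a1 (−65.6). When 1 library was left out the count ranged from 31 to 761. It was 11 without the libraries rich in oligodendrocyte markers, 18 with the oligodendrocyte, astrocyte and neuron shares as terms and 20 with peaks of −log10 q of at least 4.

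In PFC limma called 0 of 18272 regions in each comparison. For MOR-LPS against SAL-LPS (14 against 11 libraries) the region of smallest p was the promoter of Mbp, a myelin gene (38.1 ± 8.08 points, adjusted p = 0.0716, mean rank 43.3 against 8.16, 13 of 14 libraries), where the oligodendrocyte marker share was 9.05% ± 13.5 in MOR-LPS and 2.42% ± 3.36 in SAL-LPS (SD, n = 14 and 11; 4 and 0 libraries at 20% or more). Pcdh9 (38.3 points), Wdr20 (39.8), Wdr95 (−33.8), the Epb41 promoter (−38.0) and Mansc1 (−38.2) were the others. For MOR-SAL against SAL-SAL the Ank promoter was at 37.3 ± 8.94 points (adjusted p = 1.00 by limma, 9 of 9), with Prss54 at 30.2, Tubgcp5 at 24.95, Abcg1 at −33.8, Tmem184b at −35.0 and Olfr1373 at −37.0. For SAL-LPS against SAL-SAL, Myt1l was at −38.0 points (adjusted p = 0.138, 11 of 11), Ank at 35.4, March5 at 40.5 and Otub1 at 31.3. For MOR-LPS against MOR-SAL, Cdc123 was at 38.6 points (adjusted p = 0.104), Ece1 at −37.3 and Il12a at −30.8. Counts at an unadjusted p under 0.05 were 540, 2071, 1195 and 1427 for MOR-SAL against SAL-SAL, MOR-LPS against SAL-LPS, SAL-LPS against SAL-SAL and MOR-LPS against MOR-SAL by limma, and 132, 821, 351 and 323 by the occupancy test, which called 0. Without the PFC libraries with an oligodendrocyte share of 20% or more, the 821 for MOR-LPS against SAL-LPS became 194, in fewer libraries. The interaction gave 0 calls with 1291 at an unadjusted p under 0.05. Array quality weights ended the count of 0 in 3 of these comparisons, with 341 regions for MOR-LPS against SAL-LPS.

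In the hippocampus 1 region passed for MOR-SAL against SAL-SAL, 7428 bp from the TSS of Ppp1r13b, which encodes a partner of the tumour suppressor p53. It ranked higher by 39.6 ± 7.22 points (chromosome 12, 111915538 to 111922124; adjusted p = 0.0026; mean rank 96.3 ± 2.62 against 56.7 ± 30.6, SD, n = 11 each; 11 of 11 libraries). With the naming style of the libraries as a term or in lists of equal length the count was 0. The other 3 comparisons gave 0 calls by limma, with 1225, 1553 and 986 regions at an unadjusted p under 0.05 for MOR-LPS against SAL-LPS, SAL-LPS against SAL-SAL and MOR-LPS against MOR-SAL. Among these were Arpp19 (−45.0 points, adjusted p = 0.225) and Csf1 (30.8 points) for MOR-LPS against SAL-LPS, Iqsec1 (37.5 points, adjusted p = 0.161) and Dpp9 (−35.7) for SAL-LPS against SAL-SAL, and the opioid-related receptor gene Oprl1 (−28.9 points, adjusted p = 0.211) and Kdm5a (40.2) for MOR-LPS against MOR-SAL. The interaction was called at 1 region without a gene within 100 kb, and at 0 in lists of equal length. The occupancy test called 0 regions in the 4 comparisons, with 213, 290, 618 and 266 at an unadjusted p under 0.05 (MOR-SAL against SAL-SAL first, then in the order above).

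In the striatum MOR-LPS was compared with SAL-LPS in 15 and 13 libraries, and 1176 regions ranked higher and 219 lower. In lists of equal length, here of 10811 peaks, 2 were called, 1 of them among the 1395, and the median shift of the 1395 regions was 16.1 in place of 28.8 points (SE 7.92). Such lists leave most of the 60013 regions without a peak, and whether this or the length itself lowered the count was not tested. Under the alternatives chosen beforehand the count was 0 with peaks of −log10 q of at least 4, 0 with regions called in at least 80% of libraries, 1 without the sex term and 5305 with array quality weights. The promoter of Nr2c2ap ranked higher by 44.9 ± 8.98 points (adjusted p = 0.0265, 13 of 15 libraries), and the promoters of Slc39a10 (43.4 points) and Brox (42.8), a region in an Itpk1 intron assigned to Chga (42.7) and a region near Ubash3b (41.9) ranked higher as well. An intron of Kalrn, a synaptic signalling gene, ranked lower by 41.9 ± 8.64 points (adjusted p = 0.0265, 15 of 15), followed by Plcl2 (−37.4), Muc2 (−36.8), Pard3b (−36.7) and Epb41l1 (−36.6). Of 114 glucocorticoid and stress regions 7 ranked higher and 0 lower (14 adjusted over the list alone), among them Klf9 (22.4 points), the Mt1 promoter (30.04) and Tsc22d3 (24.6). Of 60 NF-kB regions 2 ranked higher (Zfp36 and Nfkb1) and 1 lower (the Ptgs2 promoter, −31.0 points), and of 529 synapse regions 4 ranked higher and 4 lower. Of 46 oligodendrocyte regions 3 ranked higher, and 10 adjusted over the list alone, at Mag (28.9 points), Cspg4 (26.97) and Opalin (26.9). Of 27 astrocyte regions 3 ranked higher, at Aldh1l1 (32.8 points), Agt (31.8) and Slc1a3 (25.5), while of 201 neuron regions 1 ranked lower, at Rbfox3, the gene of the sorted protein NeuN (−31.1 points). The oligodendrocyte marker share averaged 26.2% ± 33.0 in MOR-LPS and 5.13% ± 7.28 in SAL-LPS (SD, n = 15 and 13). Without the 8 striatum libraries whose share was 20% or more, 0 regions were called. Leaving out 1 library moved the count of 1395 between 0 (for each of 7 libraries) and 3410. The occupancy test called 0 of 12402 regions, with 2058 at an unadjusted p under 0.05.

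Without LPS, 1 striatum region ranked higher and 3 lower in MOR-SAL against SAL-SAL (7 against 10 libraries): an intron of the adhesion gene Mdga2 ranked higher by 35.8 ± 7.06 points, and the promoters of Epb41l1 (−37.9 ± 7.42), Nbr1 (−37.8 ± 7.74) and Zc3h6 (−32.1 ± 6.53) ranked lower, each in 6 of 7 libraries (adjusted p by limma 0.0314, 0.0314, 0.0381 and 0.0381). The count was 0 with peaks of −log10 q of at least 4, without the libraries rich in oligodendrocyte markers, and with the 3 cell type shares as terms. The call in lists of equal length was of 1 other region. SAL-LPS against SAL-SAL gave 0 calls by limma, with 3062 regions at an unadjusted p under 0.05 and a smallest adjusted p of 0.964, for example at the Gnpnat1 promoter (27.3 points) and the Hexim1 promoter (−22.9 points). In MOR-LPS against MOR-SAL (15 against 7 libraries) 72 regions ranked higher and 80 lower. Lists of equal length gave 2 calls, neither among the 152, whose median shift was 20.3 in place of 39.2 points (SE 8.81). MOR-LPS libraries had 65739 ± 30144 peaks and MOR-SAL libraries 43372 ± 12664 (SD, n = 15 and 7). The mean rank of the 72 regions minus that of the 80 correlated with log10 of the number of peaks over the libraries of the other groups (r = 0.684, adjusted p = 0.0070; rho = 0.670; r = 0.577 without the 2 farthest) and over those compared (r = 0.594, adjusted p = 0.0223; rho = 0.538; r = 0.295), and with that number as a term 46 regions were called. The promoter of Acap3 (53.0 ± 10.3 points, 15 of 15) ranked higher, from 30.5 ± 4.45, the tied rank of regions without a peak, and Rpp14 (51.1), Ippk (49.96) and Stox2 (49.1) did likewise. Regions in introns of Frmpd2 (−52.0 points), Kcnk9 (−47.1) and Mapk10 (−45.2), at the Nwd2 promoter (−51.8) and near Ttc9 (−46.4) ranked lower, as did Rims1 (−40.9), a gene of synaptic vesicle release, and the striatal genes Six3 (−35.9) and Pde10a (−26.3). The count of 152 was 56 without MOR-SAL female 16-1, 296 without MOR-LPS female 12-2 and 3162 with array quality weights, and it was 0 without the libraries rich in oligodendrocyte markers, where the median shift of the 152 regions was 33.0 in place of 39.2 points (SE 8.81), a drop smaller than the SE but below the lowest of 100 random removals (34.1). The interaction was called at 10 regions, 7 of them promoters with a more positive LPS difference after morphine, such as Acap3 (68.3 ± 14.1 points) and Ndufb3 (53.1 ± 10.4), and this count too was 0 in each of those 3 alternatives for the count of 4, as well as in lists of equal length, with the number of peaks or the oligodendrocyte share as a term and with regions called in at least 80% of libraries. The occupancy test called 0 regions in these comparisons, with 344, 313 and 1535 at an unadjusted p under 0.05.

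Across hypothalamus regions, the baseline difference of perinatal morphine and the LPS difference after saline correlated with r = 0.695, but both subtract the same SAL-SAL libraries. Permuted group labels gave a mean r of 0.607 (19 of 100 as far out). The covariance was 122 against a permuted mean of 79.98 (5 of 100 as far out). With the SAL-SAL group divided so that no library was shared, r was 0.205. Regions are not independent replicates. The baseline difference and the LPS difference after morphine correlated with r = −0.396 (permuted mean −0.448, 58 of 100 as far out, covariance −76.8 against −54.4, 18 of 100 as far out, divided group −0.155). The LPS difference after saline and the morphine difference under LPS correlated with r = −0.456 (permuted mean −0.433, covariance −100.3 against −51.5, divided group −0.204). The baseline and LPS-state differences of morphine, which share no library, had r = −0.210 (permuted mean −0.0163; 16 of 100 permutations were as far out) and a covariance of −41.5 against −1.58 (6 of 100 as far out), and r was 0.0349 without the libraries rich in oligodendrocyte markers. In PFC, hippocampus and striatum, r for the first pair was 0.551, 0.488 and 0.441, against permuted means of 0.524, 0.507 and 0.469.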

Values the study reported

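For the hypothalamus the study reported 49 enhancers and 18 promoters that differed between MOR-SAL and SAL-SAL mice. It reported 1361 enhancers and 682 promoters that differed between MOR-LPS and SAL-LPS mice, together 2,043 of 13,788 consensus peaks at an FDR below 0.05 and an absolute log2 fold change above 0.25. For the Nfkbia promoter it gave a log2 fold change of +0.34 with an FDR of 0.039. The study found no differential peak at Nfkb1, Il6, Irf7, Ifit1, Mx1 or Oas1a.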

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

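The tests of the 3 explained patterns below were chosen only after the results had been seen, and so were the Polycomb gene list, the lists of equal length and the leaving out of PFC MOR-SAL male 13-1 and of libraries rich in oligodendrocyte markers.

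Marker shares of single libraries stood far from the others of their group in 10 of 31 tests, which took in groups of at most 10 libraries. Chance gives about 1 in 20 groups for values without ties, but these shares are of few genes and often tied, so that a single gene sets a library apart, and this rate does not hold for them. In PFC the SAL-SAL female library 9-4 had the highest share of astrocyte markers, 25% against at most 0% in the others, and of oligodendrocyte markers, 86.7% against at most 6.67%. In PFC the MOR-SAL male library 13-1 had the lowest share of neuron markers, 9.52% against at least 42.9%, the highest share of astrocyte markers, 25% against at most 8.33%, and the highest share of Polycomb target genes, 82.4% against at most 0%, with 0% of the housekeeping genes. Whether this library holds another mark than H3K27ac was not tested. It was kept in the PFC comparisons and marker shares, and without it limma called 0 regions in each PFC comparison, with 664, 2211, 1271 and 1705 at an unadjusted p under 0.05 for MOR-SAL vs SAL-SAL, MOR-LPS vs SAL-LPS, SAL-LPS vs SAL-SAL and MOR-LPS vs MOR-SAL. In the hippocampus MOR-LPS group, male 6-4 had the lowest astrocyte share (0%, next 8.33%), female 15-3 the highest oligodendrocyte share (13.3%, next 6.67%) and male 17-1 the highest share of Polycomb target genes (1.47%, next 0%). In the hypothalamus the MOR-LPS female library 15-1 had the highest oligodendrocyte share, 26.7% against at most 13.3%. In the striatum the SAL-SAL female library 9-4 had the highest oligodendrocyte share, 80% against at most 6.67%. Among the groups too large for the test, the hippocampus SAL-LPS female library 10-4 had an oligodendrocyte share of 46.7%, against at most 6.67% in the others of its 12 libraries.

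The LPS difference itself differed between perinatal morphine and saline, by the interaction in limma, at 1 region in the hippocampus, 257 in the hypothalamus and 10 in the striatum. Without the libraries rich in oligodendrocyte markers these counts were 0, 11 and 0, in lists of equal length they were 0, 7 and 0, and for the hippocampus region chance cannot be excluded (6 of 100 splits gave as many).

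The striatum had 1395 regions called between MOR-LPS and SAL-LPS, and the called regions included Mag and Opalin, genes of myelin-forming oligodendrocytes, which the NeuN sort would have removed. A candidate explanation is oligodendrocyte nuclei in some libraries: none of the genes of that marker list is in another list, Mog had a top-list peak in 5 of 15 MOR-LPS and 1 of 13 SAL-LPS libraries, and Mbp in 6 and 3. Without the 8 libraries with a share of 20% or more, the median shift of the called regions went from 28.8 points (SE 7.92) to 12.9, below the lowest of 100 random removals of as many libraries (18.2), and 0 regions were called. The shift fits oligodendrocyte nuclei as a source of much of the difference. The loss of calls is no evidence of its own, because 0 regions were also called without SAL-LPS female 10-2, 10-0 or 4-4 alone, whose oligodendrocyte shares were 0%, 6.67% and 6.67%. In lists of equal length 2 were called and the median shift was 16.1 points. With log10 of the number of peaks as a term 2020 regions were called, 1348 of them among the 1395, and the median shift was 29.2 points. The score did not correlate detectably with that number over the 28 libraries compared (r = −0.0206, adjusted p = 0.946) or the 17 others (r = −0.105, adjusted p = 0.785). The values for length point both ways, so the length of the lists is not excluded as a source. Whether perinatal morphine changed how nuclei sort after LPS, or the shift of 12.9 points that was left, remains open and untested.

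In the hypothalamus, MOR-LPS and SAL-LPS differed at 594 regions, with lower values at neuron markers and higher values at astrocyte markers in MOR-LPS. Libraries rich in oligodendrocyte nuclei cannot be told apart from the groups: without 3 of them the median shift was 33.5 against 34.7 points (SE 9.92), a value that 31 of 100 random removals reached, and 411 regions were called, 394 shared with the 594. Of the 3 only MOR-LPS female 15-1 belongs to the groups compared, and without it alone 264 regions were called. Over the 20 libraries of the other groups the mean rank of the higher-ranked minus the lower-ranked regions correlated with the oligodendrocyte share (r = 0.825, adjusted p = 0.0070; rho = 0.451, p = 0.0570; r = 0.559 without the 2 farthest libraries), which keeps this explanation open. More nuclei of other types than neurons cannot be told apart from them either: with oligodendrocyte, astrocyte and neuron shares as terms the median shift was 28.5 points, below the lowest of 100 random sets of terms (29.6), and 0 regions were called, but the drop was smaller than the SE, and why the calls ended was not tested. The same score correlated with the neuron share over these 20 libraries (r = −0.734, adjusted p = 0.0070; rho = −0.587, p = 0.0087; r = −0.746 without the 2 farthest) but not detectably with the astrocyte share (r = −0.153, adjusted p = 0.598; rho = −0.0024). Over the 21 libraries compared r was 0.562 for the astrocyte share (adjusted p = 0.0386), 0.397 for the oligodendrocyte share (0.222) and −0.328 for the neuron share (0.234). For log10 of the number of peaks r was 0.101 (0.785), and −0.320 over the 20 others (0.278; rho = −0.543). The thalamus share had r = −0.491 over these 21 (adjusted p = 0.0226; rho = −0.495; r = −0.558 without the 2 farthest) and r = −0.518 over the 20 others (adjusted p = 0.0587; rho = −0.380; r = −0.697). With it as a term 277 regions were called and the median shift was 32.0 points, below the lowest of 100 random terms (32.7) but by less than the SE from 34.7, which keeps thalamus tissue open here as well. The values for cell types point both ways and no share passed the test between groups, which keeps this explanation open. A change in neurons of MOR-LPS mice also remains open and was not tested apart from it.

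Striatum markers were more frequent in PFC than in striatum libraries. Swapped labels of PFC and striatum are argued against, because the cortex share was 13.5 points higher in PFC (adjusted p = 2.4e-05). A kit that raises every list is argued against as well, because the hippocampus share of PFC minus hypothalamus libraries was −1.45 points (95% confidence interval −3.91 to 1.01) where the striatum share differed by 26.5 points (21.2 to 31.8). A kit that raises some lists and not others is not excluded, because the shares of housekeeping genes (by 18.8 points, 12.0 to 25.5) and neuron markers (18.2 points, 12.1 to 24.3) were higher in PFC than in hypothalamus libraries as well, and kit and brain region cannot be separated. Striatal tissue in the PFC punch cannot be told apart from other causes: over 42 PFC libraries the striatum and cortex shares had r = −0.149 (permutation p = 0.350, adjusted 0.454 over 8 relations; rho = −0.220, p = 0.160; r = −0.236 without the 2 farthest libraries), too weak to decide. A difference of the brain regions themselves remains open and untested.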

How the results depend on the processing

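Leaving out each library in turn or PFC MOR-SAL male 13-1, the lists of equal length, the terms for marker shares, tissue and naming, and the removal of libraries rich in oligodendrocyte markers were chosen only after the results had been seen. Counts are regions called by limma unless said otherwise, and the cause of a moved count was not tested. All 64 alternatives for numbers of peaks and all 12 for overlap of consensus regions gave the same result, as did the 12 paired tests of libraries of the same animals and 126 of 128 for occupancy, where PFC MOR-LPS vs MOR-SAL had 1 call with a top list of 5000 peaks and 1 with ranking by fold enrichment. Of the alternatives for limma counts 213 stayed within 1.5 times the count and 112 did not. The replicate block and the peak summit moved none of the 20 counts. The paper assigned perinatal treatment per dam. The block fits 1 correlation per brain region, so litter effects at single regions were not tested. At 30 points of simulated shift limma recovered 4% and 15.5% of regions in PFC, 0.5% and 12% in the hippocampus, 1% and 8.5% in the hypothalamus and 11.5% and 32.5% in the striatum (MOR-SAL vs SAL-SAL, then MOR-LPS vs SAL-LPS), so a count of 0 does not exclude shifts of that size. For occupancy, simulated changes from 30% to 70% of libraries were recovered in at most 0.5% of regions, and changes from 10% to 90% in 62% to 77% of regions for MOR-LPS vs SAL-LPS and in 20.5% in PFC, 64% in the hippocampus, 13% in the hypothalamus and 0% in the striatum for MOR-SAL vs SAL-SAL, so 0 calls limits large changes where these were recovered.

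Ranking by fold enrichment in place of −log10 p gave in PFC 31 for MOR-LPS vs SAL-LPS and 6 for MOR-LPS vs MOR-SAL. Peaks with −log10 q of at least 4 gave in PFC 10 for MOR-LPS vs SAL-LPS and 1 for SAL-LPS vs SAL-SAL, in the hippocampus 0 for the interaction, in the hypothalamus 3 for MOR-SAL vs SAL-SAL, 182 for MOR-LPS vs SAL-LPS, 0 for SAL-LPS vs SAL-SAL, 249 for MOR-LPS vs MOR-SAL and 20 for the interaction, and in the striatum 0 for MOR-SAL vs SAL-SAL, 0 for MOR-LPS vs SAL-LPS and 0 for the interaction. Array quality weights in limma gave in PFC 341 for MOR-LPS vs SAL-LPS, 6 for SAL-LPS vs SAL-SAL and 11 for MOR-LPS vs MOR-SAL, in the hippocampus 0 for the interaction, in the hypothalamus 4 for MOR-SAL vs SAL-SAL, 1798 for MOR-LPS vs SAL-LPS, 189 for SAL-LPS vs SAL-SAL, 1659 for MOR-LPS vs MOR-SAL and 963 for the interaction, and in the striatum 7 for MOR-SAL vs SAL-SAL, 5305 for MOR-LPS vs SAL-LPS, 3162 for MOR-LPS vs MOR-SAL and 87 for the interaction. Regions called in at least 80% of the libraries gave in PFC 1 for SAL-LPS vs SAL-SAL, in the hypothalamus 2 for MOR-SAL vs SAL-SAL, 63 for MOR-LPS vs SAL-LPS, 0 for SAL-LPS vs SAL-SAL, 114 for MOR-LPS vs MOR-SAL and 45 for the interaction, and in the striatum 0 for MOR-LPS vs SAL-LPS, 8 for MOR-LPS vs MOR-SAL and 0 for the interaction. Leaving out the sex term gave in the hypothalamus 2 for MOR-SAL vs SAL-SAL, 907 for MOR-LPS vs MOR-SAL and 553 for the interaction, and in the striatum 1 for MOR-LPS vs SAL-LPS, 99 for MOR-LPS vs MOR-SAL and 3 for the interaction. A term for log10 of the number of peaks gave in the hippocampus 1 for MOR-LPS vs SAL-LPS, in the hypothalamus 418 for the interaction, and in the striatum 46 for MOR-LPS vs MOR-SAL and 0 for the interaction. Libraries with at least 20000 peaks gave in the hippocampus 2 for SAL-LPS vs SAL-SAL and 0 for the interaction, and in the striatum 238 for MOR-LPS vs MOR-SAL and 17 for the interaction.

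Lists reduced to the length of the shortest in the brain region gave in PFC 1 for SAL-LPS vs SAL-SAL, in the hippocampus 0 for MOR-SAL vs SAL-SAL and 0 for the interaction, in the hypothalamus 6 for MOR-SAL vs SAL-SAL, 175 for MOR-LPS vs SAL-LPS, 16 for SAL-LPS vs SAL-SAL, 241 for MOR-LPS vs MOR-SAL and 7 for the interaction, and in the striatum 1 for MOR-SAL vs SAL-SAL, 2 for MOR-LPS vs SAL-LPS, 2 for MOR-LPS vs MOR-SAL and 0 for the interaction. Leaving out the libraries with an oligodendrocyte marker share of 20% or more gave in PFC 1 for MOR-SAL vs SAL-SAL and 5 for SAL-LPS vs SAL-SAL, in the hippocampus 0 for the interaction, in the hypothalamus 2 for MOR-SAL vs SAL-SAL, 104 for SAL-LPS vs SAL-SAL and 11 for the interaction, and in the striatum 0 for MOR-SAL vs SAL-SAL, 0 for MOR-LPS vs SAL-LPS, 0 for MOR-LPS vs MOR-SAL and 0 for the interaction. The oligodendrocyte marker share as a term gave in PFC 1 for SAL-LPS vs SAL-SAL, in the hippocampus 0 for the interaction, in the hypothalamus 5 for MOR-SAL vs SAL-SAL, 263 for MOR-LPS vs SAL-LPS and 68 for the interaction, and in the striatum 2 for MOR-SAL vs SAL-SAL, 0 for MOR-LPS vs SAL-LPS, 0 for MOR-LPS vs MOR-SAL and 0 for the interaction. The astrocyte marker share as a term gave in PFC 3 for MOR-LPS vs SAL-LPS, in the hypothalamus 5 for MOR-LPS vs SAL-LPS, 189 for MOR-LPS vs MOR-SAL and 57 for the interaction, and in the striatum 0 for MOR-LPS vs SAL-LPS, 16 for MOR-LPS vs MOR-SAL and 2 for the interaction. The neuron marker share as a term gave in PFC 29 for MOR-LPS vs MOR-SAL, in the hypothalamus 189 for MOR-LPS vs SAL-LPS, 135 for MOR-LPS vs MOR-SAL and 70 for the interaction, and in the striatum 2 for MOR-SAL vs SAL-SAL and 5 for the interaction. All 3 of these marker shares together gave in PFC 1 for SAL-LPS vs SAL-SAL and 1 for MOR-LPS vs MOR-SAL, in the hippocampus 0 for the interaction, in the hypothalamus 5 for MOR-SAL vs SAL-SAL, 0 for MOR-LPS vs SAL-LPS, 52 for MOR-LPS vs MOR-SAL and 18 for the interaction, and in the striatum 0 for MOR-SAL vs SAL-SAL, 0 for MOR-LPS vs SAL-LPS, 0 for MOR-LPS vs MOR-SAL and 0 for the interaction. The thalamus marker share as a term gave in the hypothalamus 277 for MOR-LPS vs SAL-LPS, 1 for SAL-LPS vs SAL-SAL and 0 for MOR-LPS vs MOR-SAL. The striatum marker share as a term gave in PFC 1 for MOR-LPS vs MOR-SAL. The naming style of the libraries as a term gave in the hippocampus 0 for MOR-SAL vs SAL-SAL, 2 for SAL-LPS vs SAL-SAL and 0 for the interaction, and in the hypothalamus 346 for MOR-LPS vs SAL-LPS.

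Without 1 library, the hypothalamus count of 594 for MOR-LPS vs SAL-LPS ranged from 205 to 1137: 205 without MOR-LPS male 14-4, 264 without MOR-LPS female 15-1, 267 without MOR-LPS male 14-0, 282 without SAL-LPS female 10-2, 292 without MOR-LPS female 15-3, 303 without SAL-LPS female 9-1, 313 without MOR-LPS female 16-4, 330 without SAL-LPS female 3-1, 386 without SAL-LPS female 10-0, 946 without SAL-LPS female 10-4, 1109 without MOR-LPS female 18-1 and 1137 without MOR-LPS male 13-2. The count of 42 for SAL-LPS vs SAL-SAL was 3 without SAL-LPS male 3-3, SAL-SAL female 10-1 or SAL-SAL male 5-3, 5 without SAL-LPS female 10-2, 6 without SAL-LPS female 9-1, 9 without SAL-SAL female 10-3 or SAL-LPS male 11-0, 10 without SAL-SAL female 9-0, 21 without SAL-LPS male 1-2, 22 without SAL-LPS female 3-1, 67 without SAL-LPS male 1-0, 106 without SAL-SAL male 3-2 and 123 without SAL-LPS female 10-0. The count of 529 for MOR-LPS vs MOR-SAL was 142 without MOR-LPS male 14-4, 201 without MOR-LPS male 14-0, 320 without MOR-LPS male 6-0, 322 without MOR-SAL female 16-3, 345 without MOR-LPS female 15-1, 944 without MOR-SAL female 18-0, 997 without MOR-LPS female 18-1 and 1007 without MOR-LPS male 13-2. The interaction count of 257 was 31 without MOR-LPS male 14-0, 45 without MOR-LPS male 14-4, 62 without SAL-SAL female 4-1, 69 without SAL-LPS female 10-2 or MOR-SAL female 16-3, 74 without SAL-SAL female 9-4, 81 without SAL-LPS female 9-1, 106 without MOR-SAL female 12-1, 110 without SAL-LPS female 3-1, 113 without SAL-LPS male 3-3, 116 without MOR-LPS male 6-0, 117 without MOR-SAL male 6-3, 118 without MOR-SAL male 17-0, 122 without MOR-SAL male 6-1, 128 without MOR-LPS female 15-1, 140 without MOR-LPS female 16-4, 141 without MOR-LPS female 15-3, 142 without SAL-SAL female 10-3, 166 without SAL-LPS female 2-0, 429 without SAL-SAL female 9-0, 436 without SAL-LPS male 1-0, 473 without SAL-SAL female 9-2, 501 without SAL-LPS female 10-4, 591 without MOR-LPS female 18-1, 633 without MOR-SAL female 18-0 and 761 without MOR-LPS male 13-2. In the striatum the count of 1395 for MOR-LPS vs SAL-LPS was 0 without MOR-LPS female 15-3, 16-0, 16-2 or 7-1 or SAL-LPS female 10-0, 10-2 or 4-4, 41 without MOR-LPS male 14-4, 169 without SAL-LPS female 3-1, 461 without SAL-LPS female 9-3, 591 without SAL-LPS female 9-1, 598 without SAL-LPS female 2-0, 772 without SAL-LPS male 5-0, 853 without SAL-LPS female 2-2, 2100 without MOR-LPS male 6-0, 2288 without SAL-LPS male 1-4, 2769 without SAL-LPS male 5-2, 2850 without SAL-LPS female 10-4 and 3410 without MOR-LPS female 12-2. The count of 152 for MOR-LPS vs MOR-SAL was 56 without MOR-SAL female 16-1, 64 without MOR-LPS female 16-2, 71 without MOR-LPS female 15-3, 73 without MOR-LPS female 7-1, 79 without MOR-LPS female 16-4, 91 without MOR-LPS female 16-0, 229 without MOR-LPS male 8-1, 241 without MOR-LPS male 13-0 and 296 without MOR-LPS female 12-2.

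Gene list scores past the threshold numbered 0 of 176 and became 8 with libraries of at least 20000 peaks. Of these, 6 were hypothalamus scores on the same libraries, which all had at least 20170 peaks, so that only the adjustment differed (0.0557 to 0.0420). With means per identifier prefix the smallest adjusted p of all scores was 0.274. The score of the study genes at baseline for hypothalamus SAL-LPS vs SAL-SAL was 11.9 points and reversed to −4.10 with promoter regions alone. Of the marker comparisons, the hypothalamus list in hypothalamus against PFC (−0.488 points) reversed to 0.126 with a top list of 5000 peaks, 0.0271 with 20000 peaks, 1.02 with 5 kb around the TSS and 0.569 without PFC MOR-SAL male 13-1 (the other 11 marker comparisons kept their side of the threshold without it), and against hippocampus it was 2.38 with 5 kb and passed. The cortex list in PFC against hippocampus (2.47 points) was 3.52 with 5000 peaks and passed, and reversed to −0.0649 with 20000 peaks and −1.75 with 5 kb. With the shared group divided, the correlations of MOR-SAL vs SAL-SAL with SAL-LPS vs SAL-SAL, of MOR-SAL vs SAL-SAL with MOR-LPS vs MOR-SAL, and of SAL-LPS vs SAL-SAL with MOR-LPS vs SAL-LPS were −0.0567, 0.0721 and −0.113 in PFC, 0.0673, 0.0356 and −0.0609 in the hippocampus, 0.205, −0.155 and −0.204 in the hypothalamus and −0.0142, −0.185 and −0.219 in the striatum. Dividing a group also leaves fewer libraries in each contrast, and the cause of the lower r was not tested. Without the oligodendrocyte-rich libraries r in the hypothalamus was −0.122 for the second pair, −0.188 for the third and 0.0349 for MOR-SAL vs SAL-SAL with MOR-LPS vs SAL-LPS, and in the striatum it was 0.000367 for that last pair. With the thalamus share as a term r in the hypothalamus was −0.530 for the second pair and −0.623 for the third.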

Other observations

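The splits of samples, the thalamus marker list, the lists of equal length and the tests of thalamus tissue and naming style were chosen only after the results had been seen.

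Members of fixed gene lists were among the 257 hypothalamus regions called for the interaction in limma. The LPS difference was 49.5 points higher after morphine at Cebpd, 53.8 at Zfp36, 50.4 at the glucocorticoid-responsive gene Hif3a, 41.2 at Pdk4 and 50.8 at Tcf4. It was lower by −60.8 points at Sik1, −54.9 at the chaperone regulator gene Bag3 and −63.6 at Sdk2. These members were named after their values had been seen, and no list as a whole was tested for the interaction. In lists of equal length, each reduced to 20170 peaks, none of them was called.

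Thalamic genes were frequent in hypothalamus libraries. The share of thalamus markers was 4.60 points higher in hypothalamus than in PFC libraries (adjusted p = 0.0108) and 9.03 points higher than in hippocampus libraries (adjusted p = 3e-05), but the difference of 2.49 points from striatum libraries did not pass (permutation p = 0.243). None of its differences between the hypothalamus groups, given above, passed the adjusted test.

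Thalamus tissue in the punch is a candidate explanation for the 529 hypothalamus regions called between MOR-LPS and MOR-SAL, since the thalamus adjoins the hypothalamus. With the thalamus share as a term the median shift of these regions went from 35.7 points (SE 10.0) to 25.7, below the lowest of 100 random terms (32.9), and 0 regions were called. Why the calls ended was not tested. Over the 19 libraries of the other 2 groups, the mean rank of the higher-ranked minus the lower-ranked regions correlated with the thalamus share (r = −0.713, permutation p = 0.0045; rho = −0.735, p = 0.0022; r = −0.770 without the 2 farthest libraries; adjusted p = 0.0139 over 40 relations). It correlated as well with the oligodendrocyte share (r = 0.845, adjusted p = 0.0070; rho = 0.584, p = 0.0138; r = 0.554 without the 2 farthest) and the neuron share (r = −0.616, adjusted p = 0.0137; rho = −0.474, p = 0.0416; r = −0.389), and the thalamus and neuron shares were related over 41 hypothalamus libraries (r = 0.457, adjusted p = 0.0158), so these relations do not single out the thalamus. Over the 22 libraries compared the thalamus share alone passed (r = −0.475, adjusted p = 0.0070; rho = −0.751; r = −0.607 without the 2 farthest), with r = −0.423 for the neuron share (adjusted p = 0.108), 0.311 for the astrocyte share (0.342) and 0.251 for the oligodendrocyte share (0.469). The thalamus share was also lower in MOR-LPS than in MOR-SAL libraries of the striatum (7.62% against 14.3%), hippocampus (2.86% against 6.49%) and PFC (8.93% against 11.1%), without passing, which a source particular to the hypothalamus punch does not need. Thalamus marker regions among the called ones were at Adarb1 (−37.8 points), Patj (−38.4) and Ntng1 (−30.8), and of the thalamus list Rora and Rgs4 are also in other lists. A batch that follows the naming style of the libraries is argued against, because 546 regions were called with the naming style of the libraries as a term, 519 of them shared with the 529. Other batches were not tested, and the style is not known to follow the processing. In lists of equal length 241 regions were called, 217 shared with the 529. A term for log10 of the number of peaks gave 639, with 452 shared. The shift of 25.7 points that was left, and a response of hypothalamic neurons to LPS after morphine, remain open and untested.

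In splits of the libraries into groups of the same sizes, 100 draws each with the real one included, and at under 5 of 100 for each count alone, chance can be excluded for the hypothalamus counts of 594 (1 split as large, highest other 199), 42 (2 splits, highest other 59), 529 (1 split, highest other 0) and 257 for the interaction (2 splits, highest other 1815). The splits ranked the full lists of unequal length. Chance can be excluded for the striatum counts of 4 in MOR-SAL vs SAL-SAL (2 splits, highest other 4), 1395 (2 splits, highest other 5042), 152 (3 splits, highest other 1867) and 10 for the interaction (2 splits, highest other 2455), and for the 1 region of hippocampus MOR-SAL vs SAL-SAL (4 splits, highest other 6), whose count was 0 with the naming style of the libraries as a term. None of this is adjusted over the 20 counts by limma, of which 1 is expected under 5 of 100 by chance. Chance cannot be excluded for the 1 region of the hippocampus interaction (6 splits, highest other 10). Splits that call several times the real count, as in the striatum and for the interaction in the hypothalamus, point to a structure of the libraries that does not follow the groups, so for these counts the splits do not show that the groups are the source. Where the real count was 0, all 100 splits gave at least as many. There the highest other count ranged from 0 (PFC SAL-LPS vs SAL-SAL) to 1468 (PFC MOR-LPS vs MOR-SAL). For occupancy, with 0 calls throughout, it was 1 for hippocampus SAL-LPS vs SAL-SAL and 0 for the others.

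In the hypothalamus 594 regions were called between MOR-LPS and SAL-LPS and 0 between MOR-SAL and SAL-SAL. Both are lower than the counts quoted from the study above, and they come from a different test on peak lists rather than on read counts. The Nfkbia promoter differed by 5.32 points here (adjusted p = 0.822, limma). No consensus region of the hypothalamus was assigned to Il6, Irf7, Ifit1, Mx1 or Oas1a, and none of 3 regions at Nfkb1 passed (smallest adjusted p = 0.421).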
